A study of Mus musculus with 4 samples.

How the data were processed

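Nuclear RNA of mouse hippocampus was counted in 4 single-nucleus libraries, 1 for each of 4 genotypes named by the labels: wild type, a knockout of monoacylglycerol lipase (MAGL, encoded by Mgll) in the whole animal, a knockout in astrocytes and a knockout in neurons. Per the labels' protocols, nuclei were cleaned on iodixanol and the libraries were built with a 10x Genomics kit that captures chromatin and RNA of the same nuclei. Only the RNA counts were analysed here. The authors deposited UMI counts per gene and barcode as whole numbers, with no normalization in the values, and gene symbols without gene identifiers. The aligner, the counting tool, the genome build, the annotation and whether strand was used are not given in the sources used here. The barcodes of each library held between 400 and 5998 detected genes and each library listed its own set of genes, so barcodes and genes had been selected before deposit. No cell annotation and no number of animals per library were found in the sources used here.

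The libraries were joined on the 20211 gene symbols listed in all 4, out of 22989 listed in any, and these held at least 99.977% of the UMIs of each library. Of the 20211 symbols, 19830 (98.1%) were found in GENCODE mouse release M21 (GRCm38), which served for the place and type of named genes only. Since the build behind the counts is unknown, no coordinates are given. The genes AC171003.1, Gm50024 and Shoc1 were not found in that release under these symbols.

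Nuclei were kept with at least 500 detected genes and at most 5% of UMIs from mitochondrial genes. Doublets were called within each library by Scrublet as implemented in scanpy 1.11.5, at an expected rate of 0.8% per 1000 barcodes, and removed. Scrublet called 3.55% of wild-type barcodes, 23.5% of those of the total knockout, 5.68% of those of the astrocyte knockout and 1.72% of those of the neuron knockout. This left 8968, 23625, 10044 and 8682 nuclei in that order, 51319 in all. Counts were scaled to 10000 UMIs per nucleus and log-transformed, 2000 variable genes were chosen without sex genes, mitochondrial genes and Mgll, and 30 principal components with 15 nearest neighbours gave the graph for Leiden clustering at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). The 57 clusters were named from marker lists for 23 cell types. A marker counted where at least 10% of a cluster's nuclei held it and it lay at least 2-fold above the other nuclei, and a name needed 3 markers. A cluster stayed unnamed where another type had more markers among its 10 leading genes, where it also held at least 75% of the markers of another lineage, or where it was shallow with no own marker among its leading genes. The marker lists were fixed before the data were examined. The rule that turns markers into names was revised after the clusters were seen. The names given to classes mean that nuclei resemble the type on these markers.

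In total 15 clusters with 9189 nuclei stayed unnamed, 12 of them for more markers of another type, 2 for markers of another lineage and 1 for shallowness. Unnamed nuclei made up 14.3% of the wild-type library, 17.6% of the total knockout, 21.2% of the astrocyte knockout and 18.6% of the neuron knockout. Dentate granule neurons and CA1 pyramidal neurons were made of 3 clusters each. The largest cluster held 79.0%, 70.3%, 73.5% and 72.4% of the dentate granule nuclei of the libraries in the order above, and 89.5%, 83.9%, 86.3% and 89.0% of the CA1 nuclei.

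UMIs were summed per library and class and expressed as CPM of the class, that is scaled to the same total of UMIs in each library, computed here from the deposited counts. With 1 library per genotype there is no replicate, so no test, p-value or standard error was computed. Nuclei are not replicates of a genotype. Sums carry exact Poisson intervals, ratios of sums carry exact conditional binomial intervals, and shares of nuclei carry exact Clopper-Pearson intervals, all at 95% and all covering counting error only. A share of 0 is given with the limit that 3 counts allow. Log2 ratios over genes used a pseudocount of 1 count and genes with at least 100 UMIs over the 4 libraries in the class. The width of the ratios is the distance from their 10th to their 90th percentile. Widths due to counting were found from 100 simulations of Poisson counts with equal levels in all libraries. A gene was taken as parted by a split of the libraries where the lowest library on one side lay at least 2-fold above the highest on the other. Widths, splits and named genes were planned for dentate granule neurons, CA1 neurons and astrocytes, with at least 100 nuclei of the class in each library. Astrocytes did not reach this, so these results are given for dentate granule and CA1 neurons. Share comparisons of nuclei with an Mgll UMI used nuclei thinned to 1000 UMIs.

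Fixed gene lists (synaptic, 30 genes; immediate early, 19; endocannabinoid, 15; glial activation, 30) were compared by their median log2 ratio and its percentile among 10000 random lists matched on mean expression in 20 bins, using members with at least 20 UMIs and lists with at least 5 such members. Counting intervals of list medians came from 200 simulations. Nuclei were called female with at least 3 UMIs of Xist and fewer than 2 of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, and male with fewer than 3 of Xist and at least 2 of the Y-linked genes. Genes to be named were fixed by rule. They are Mgll, members of the lists with 100 UMIs and a log2 ratio of at least 1 in size, all endocannabinoid genes with 100 UMIs, and for each knockout the 3 highest and 3 lowest log2 ratios per class. The rule adds the 3 genes with the widest gap in each direction between the total and neuron knockouts on one side and the other libraries on the other. The last 2 parts took genes outside the sex list and the mitochondrial genome with 100 UMIs over the libraries compared and a mean CPM in the class at least as high as outside it. The comparisons, the lists, the naming rule for genes and the alternatives were fixed before the data were examined, apart from the use of male nuclei only, which was chosen after seeing the data.

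The steps were tested on Poisson counts simulated from the real mean levels, with added noise between libraries of standard deviation 0.15 on the log2 scale. For the split of total and neuron knockouts against the others, 190 of 200 genes given a true log2 change of 2 or 3 in either direction were parted 2-fold in dentate granule neurons (95.0%, 13187 genes) and 186 in CA1 neurons (93.0%, 12327 genes), with 0 unchanged genes parted in either class. The median error of the recovered log2 change was 0.023 and 0.040. Of 200 unchanged lists, 6.0% fell outside the central 95% of the random lists in dentate granule neurons and 3.5% in CA1 neurons. Poisson intervals were checked apart from this, on Poisson counts of a fixed mean without noise between libraries, and covered the true value in 95.45% of cases. Their coverage where libraries vary was not tested.

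Alternatives were no quality filter, at least 1000 genes per nucleus, doublets kept, each library clustered alone, Leiden resolution 2, TMM factors from edgeR 4.0.16 (R 4.3.3), the mean of per-nucleus CPM, thinning every nucleus to 1000 UMIs, gene minimums of 20 and 500 UMIs, a pseudocount of 5, a gap of 1.5-fold, thinning to 500 UMIs for the share of nuclei with Mgll, and shares of named nuclei only. Transcripts were compared with BLAST+ 2.17.0. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.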

Results

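The series title raises the question of what too much endocannabinoid in neurons does to cognition. MAGL is the enzyme that breaks down the endocannabinoid 2-arachidonoylglycerol, and the labels name mice that lack it everywhere, in astrocytes or in neurons, beside wild-type mice. Nuclei of the hippocampus were profiled in 4 libraries, 1 per genotype. The differences below therefore have no replicate check, and every interval covers counting error only. The wild-type library held 9369 barcodes with 89884297 UMIs. The library labelled total knockout held 31243 barcodes with 193307038 UMIs, that labelled astrocyte knockout 10731 with 89875862, and that labelled neuron knockout 8945 with 81623644. Median UMIs per barcode were 8904, 5456, 7448 and 8446 in the same order, and median detected genes were 3291, 2432, 2899 and 3154. The total knockout library was thus the shallowest per nucleus and the largest in nuclei.

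The targeted gene was examined in every library first. In excitatory neurons Mgll stood at 108 CPM in the wild-type library (95% interval 105 to 111), 86.6 (84.6 to 88.7) under the total knockout label, 113 (110.3 to 116) under the astrocyte label and 111 (108 to 114) under the neuron label. The log2 ratio to wild type was -0.32 (-0.37 to -0.27), 0.07 (0.02 to 0.12) and 0.04 (-0.01 to 0.09). Thinning every nucleus to 1000 UMIs moved the total and neuron knockout ratios most, to -0.16 and 0.20, and clustering each library alone moved the astrocyte knockout ratio most, to 0.14. Mgll lies on chromosome 6 between Gm26588 and Abtb1 in GENCODE M21. Which part of the gene was deleted is not given in the sources used here, and UMIs may lie outside that part, so the level of Mgll does not check the labels. The libraries are called total-labelled, astrocyte-labelled and neuron-labelled from here on, by their labels alone.

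The lower level in the total-labelled library was seen in each of the 5 excitatory classes with most nuclei. Its log2 ratio to wild type was -0.24 (-0.33 to -0.15) in dentate granule neurons, -0.44 (-0.60 to -0.28) in CA1 neurons, -0.41 (-0.53 to -0.28) in CA2/CA3 neurons, -0.40 (-0.52 to -0.28) in subicular or cortical neurons and -0.24 (-0.35 to -0.14) in those of no finer type. In inhibitory neurons it was 0.09 (-0.03 to 0.21), a difference not detectable at this depth. The neuron-labelled library showed no lower level in dentate granule neurons (0.10, 0.01 to 0.20), CA1 neurons (0.18, 0.03 to 0.33) or inhibitory neurons (0.04, -0.09 to 0.17). In CA2/CA3 neurons its ratio was -0.10 (-0.22 to 0.02). The astrocyte-labelled library lay above wild type by 0.20 in dentate granule neurons, 0.20 in CA1 neurons, 0.16 in CA2/CA3 neurons and 0.15 (0.01 to 0.28) in inhibitory neurons. It lay below wild type in subicular or cortical neurons, at -0.32 (-0.46 to -0.17), and its ratio was -0.10 (-0.23 to 0.03) in excitatory neurons of no finer type. The neuron-labelled ratios in these classes were -0.08 (-0.21 to 0.06) and 0.17 (0.06 to 0.27).

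**Figure D1:**
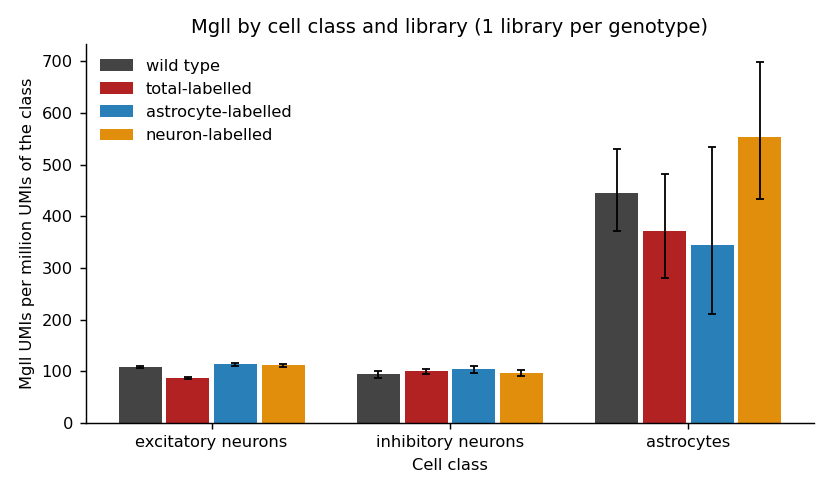
CPM of Mgll in the class (vertical axis) in excitatory neurons, inhibitory neurons and astrocytes of the 4 libraries, with exact Poisson 95% intervals. Excitatory neurons of the total-labelled library stand at 86.6 CPM against 108 in wild type, and the astrocyte intervals overlap.

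Astrocytes held the highest Mgll level of the 3 classes plotted and the fewest UMIs. Their Mgll stood at 446 CPM in wild type from 125 UMIs, 371 in the total-labelled library from 56, 345 in the astrocyte-labelled library from 20 and 554 in the neuron-labelled library from 71. The log2 ratios to wild type were -0.27 (-0.75 to 0.20), -0.37 (-1.13 to 0.32) and 0.31 (-0.13 to 0.75), so none was detectable at this depth. The neuron-labelled ratio in astrocytes was -0.05 with doublets kept. With male nuclei only it was -0.98, outside the interval of the main value.

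An Mgll UMI was present in 54.7% of wild-type excitatory nuclei, 34.5% of total-labelled, 49.1% of astrocyte-labelled and 52.6% of neuron-labelled nuclei, at median depths of 9243, 5299, 7129 and 8371 UMIs. After thinning to 1000 UMIs the shares were 9.67% (8.91 to 10.5), 8.82% (8.34 to 9.31), 10.7% (9.96 to 11.5) and 10.9% (10.1 to 11.7). Thinning left out 16, 133, 17 and 30 shallower nuclei. The wild-type and total-labelled intervals overlapped after thinning. No class was known beforehand to lack Mgll. Among the deeper classes mossy cells held few, with an Mgll UMI in 1 of 31 wild-type nuclei (3.23%, median 15600 UMIs) and 0 of 70 total-labelled nuclei (median 9317.5 UMIs).

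The labels do not give the sex of the animals, so Xist and Y-linked transcripts were compared. Xist stood at 832 CPM in the wild-type library, 0.226 in the total-labelled, 572 in the astrocyte-labelled and 543 in the neuron-labelled library. The 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together stood at 192, 432, 190 and 226 CPM. Of the nuclei kept, 46.8% of wild-type, 41.4% of astrocyte-labelled and 39.5% of neuron-labelled nuclei were called female, and 35.7%, 33.7% and 40.6% male. In the total-labelled library 0 of 23625 nuclei were called female and 58.5% male. The total-labelled library thus showed no female nucleus, while the others showed both sexes. Comparisons with it differ in sex as well as in label. The comparisons of Mgll, widths, splits, lists and named genes were repeated with male nuclei alone, while the class shares were not.

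**Figure D2:**
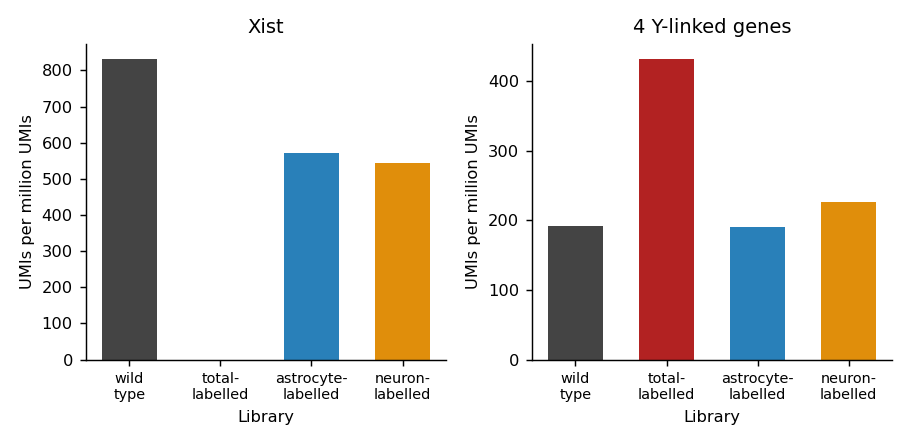
CPM of Xist (left) and of 4 Y-linked genes together (right) in the nuclei kept of each library. The total-labelled library holds 0.226 CPM of Xist and the highest Y-linked level, 432 CPM.

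Class shares were compared to see which nuclei each library captured. Neurons made up 75.2% of nuclei in the wild-type library (74.3 to 76.1), 72.6% in the total-labelled (72.1 to 73.2), 77.7% in the astrocyte-labelled (76.8 to 78.5) and 79.5% in the neuron-labelled library (78.6 to 80.4). Unnamed nuclei (14.3%, 17.6%, 21.2% and 18.6% in the same order) count here as not neuronal. Apart from clusters 48 and 50, led by microglial and by oligodendrocyte genes, the closest type of every unnamed cluster was neuronal. The shares therefore probably understate neurons, and their intervals do not cover this. The choice that moved these most was to count named nuclei only, which gave 87.8%, 88.2%, 98.5% and 97.6%. Dentate granule neurons made up 21.7%, 18.3%, 20.8% and 20.3% of nuclei. CA1 neurons made up 9.56%, 7.23%, 15.4% and 12.1%, and inhibitory neurons 10.7%, 11.4%, 10.7% and 13.6%.

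Shares of oligodendrocytes and of their precursors differed by more than 10-fold between libraries, and those of astrocytes by less. Oligodendrocytes made up 3.70% of wild-type nuclei (3.32 to 4.11) and 5.62% of total-labelled nuclei (5.33 to 5.92), against 0.319% of astrocyte-labelled (0.218 to 0.449) and 0.507% of neuron-labelled nuclei (0.368 to 0.680). Oligodendrocyte precursors made up 3.17%, 2.77%, 0.199% and 0.219%. Astrocytes made up 1.14% (0.928 to 1.38), 0.428% (0.348 to 0.519), 0.249% (0.161 to 0.367) and 0.599% (0.448 to 0.785). No cluster was named microglia. A cluster of 131 nuclei led by microglial genes also held neuronal markers and stayed unnamed.

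Several classes came almost wholly from 1 library. Medium spiny neurons, a cell type of the striatum, made up 3.12% of total-labelled nuclei (737 nuclei), 0.346% of wild-type nuclei (31) and 0.0115% of neuron-labelled nuclei (1). They were seen in 0 of 10044 astrocyte-labelled nuclei, which allows a share of up to 0.0299%. Choroid plexus epithelium numbered 96 nuclei in the wild-type library (1.07%), 3 in the astrocyte-labelled and 1 in the neuron-labelled library. In the total-labelled library 0 of 23625 nuclei were of this class, which allows up to 0.0127%. Of 173 thalamic excitatory neurons, 151 were total-labelled.

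**Figure D3:**
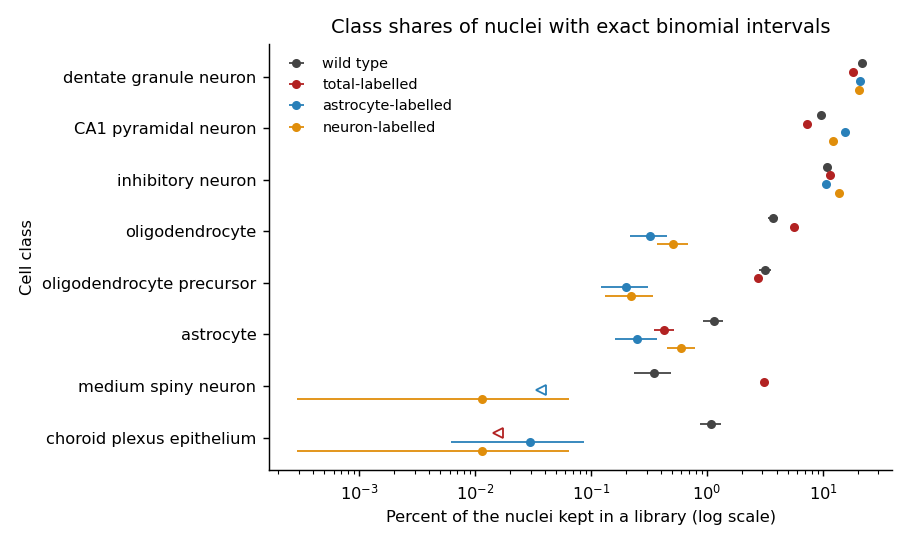
Percent of the nuclei kept in each library (horizontal log axis) for 8 classes, with exact binomial 95% intervals, where open triangles give the upper bound for classes with 0 nuclei. Oligodendrocytes and their precursors lie below 1% in the astrocyte-labelled and neuron-labelled libraries and above 2.5% in the others.

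The size of the differences between libraries was measured over all genes within a class. In dentate granule neurons, over 13198 genes, the 10th to 90th percentile width of log2 ratios to wild type was 0.67 for the total-labelled, 0.68 for the astrocyte-labelled and 0.69 for the neuron-labelled library. Counting error alone gave 0.34, 0.37 and 0.38. Pairs of knockout libraries gave 0.67 (total-labelled against astrocyte-labelled), 0.55 (total-labelled against neuron-labelled) and 0.55 (neuron-labelled against astrocyte-labelled). In CA1 neurons, over 12327 genes, the widths to wild type were 0.71, 0.63 and 0.69 and those of the pairs of knockout libraries 0.64, 0.60 and 0.56, with counting error between 0.38 and 0.42. A minimum of 20 UMIs per gene moved the widths most, up to 0.98 for the total-labelled library in CA1 neurons. Every pair therefore differed by more than counting error, and a knockout library differed from wild type about as much as the total-labelled library differed from the astrocyte-labelled one. The other pairs of knockout libraries were narrower than every width to wild type, at 0.55 in dentate granule neurons and 0.60 and 0.56 in CA1 neurons. The median ratio over genes lay between -0.05 and 0.02 in all 6 pairs of both classes.

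**Figure D4:**
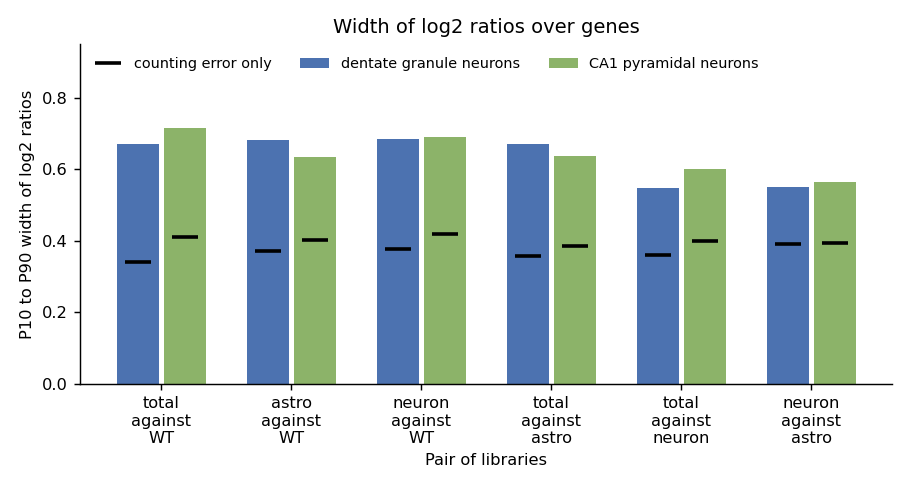
Width from the 10th to the 90th percentile of log2 CPM ratios over genes (vertical axis) for the 6 pairs of libraries in dentate granule and CA1 neurons, with the width from counting error alone as black lines. All 12 widths lie from 0.55 to 0.71 and above their counting width.

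Ratios of different knockouts to the same wild-type library share that library's chance values. Over 13198 genes in dentate granule neurons, Pearson's r between the total-labelled and astrocyte-labelled ratios was 0.485, against 0.501 (0.488 to 0.516) in simulated unchanged libraries that vary independently. For the total-labelled and neuron-labelled ratios r was 0.645 against 0.500 (0.487 to 0.514), and for the astrocyte-labelled and neuron-labelled ratios 0.621 against 0.483 (0.470 to 0.496). In CA1 neurons the values were 0.541 against 0.520 (0.507 to 0.537), 0.619 against 0.512 (0.496 to 0.525) and 0.584 against 0.516 (0.502 to 0.529). These correlations run across genes, which are not independent replicates. The noise between simulated libraries (standard deviation 0.161 in dentate granule and 0.163 in CA1 neurons, log2 scale) was set from pairs of knockout libraries. Wild type was given the same noise. A wild-type library that lies further from the others, as the widths above allow, would by itself raise r above the simulated values. An r above them therefore does not show changes shared by knockouts.

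If the labels hold, the total-labelled and neuron-labelled libraries lack MAGL in neurons and the total-labelled and astrocyte-labelled libraries lack it in astrocytes, while the remaining split of the 4 libraries follows neither. In dentate granule neurons 3 of 13198 genes were parted 2-fold by the neuronal split, 1 by the astrocytic split and 2 by the remaining split. In CA1 neurons the counts were 6, 8 and 1 of 12327 genes. Counting error alone parted at most 0.03 genes on average. A gap of 1.5-fold gave 57, 19 and 34 genes in dentate granule neurons and 43, 40 and 24 in CA1 neurons. A minimum of 20 UMIs gave 41, 35 and 32 and 37, 46 and 30. With doublets kept, the astrocytic split parted 36 genes in dentate granule neurons. The counts describe 4 libraries and are no test of the genotypes.

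The largest ratios were named by rule, starting with dentate granule neurons. The naming rule took genes with at least 100 UMIs over the libraries compared and a mean CPM in the class at least as high as outside it. It left out the sex list and the mitochondrial genome. The rankings below hold among the genes it took. Gm17167, a processed transcript on chromosome 4 next to Gm3892, stood at 0.121 CPM in wild type (2 UMIs), 99.6 in the total-labelled library (2030 UMIs), 0.141 in the astrocyte-labelled (2 UMIs) and 38.6 in the neuron-labelled library (521 UMIs). Its log2 ratio to wild type was 9.10 (7.82 to 12.73) in the total-labelled and 7.73 (6.45 to 11.36) in the neuron-labelled library. Its sequence is nearly identical to that of other genes on the same chromosome, so its level is uncertain where the counting splits such reads. The next highest genes were Mro on chromosome 18, at 1.29 (0.98 to 1.62), 0.98 (0.63 to 1.34) and 1.36 (1.03 to 1.72) in the total-labelled, astrocyte-labelled and neuron-labelled libraries, and Gm30551 on chromosome 13, at 1.19, 1.32 and 1.14 in the same order. Gm30551 is also a leading gene of a dentate granule cluster that held 327 of 1949 wild-type nuclei, 940 of 4312 total-labelled, 514 of 2093 astrocyte-labelled and 392 of 1764 neuron-labelled nuclei of the class. In the astrocyte-labelled library Gm34237 on chromosome 12 was highest at 1.99 (1.63 to 2.40), followed by Far2os1 at 1.53. Gm34237 was also higher in the total-labelled (1.10) and neuron-labelled library (0.65).

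Among the genes taken by the naming rule, the lowest ratio in dentate granule neurons was that of Gm47283 in the astrocyte-labelled library. It was -2.02 (-2.13 to -1.90), beside -0.62 in the total-labelled and -1.02 in the neuron-labelled library. Gm47283 lies on the Y chromosome in GENCODE M21, and its level was 213 CPM in wild type, 139 in the total-labelled, 52.5 in the astrocyte-labelled and 104.7 in the neuron-labelled library. It was higher in female than in male wild-type nuclei of the class (256 against 171 CPM). In astrocyte-labelled nuclei it was lower in female than in male ones (40.7 against 65.5 CPM). UMIs in female nuclei cannot come from the Y chromosome, so they have a source elsewhere, whose place was not tested. Ogn on chromosome 13 stood at 22.8 CPM in wild type and lower in every other library, with ratios of -1.09 (-1.34 to -0.85), -1.26 (-1.56 to -0.98) and -1.30 (-1.62 to -1.01). The other lowest genes were Gm15713 (-1.74), Prkag2os1 (-1.70) and BB365896 (-1.70) in the total-labelled library, Gm28643 (-1.50) in the astrocyte-labelled library, and Gm29361 (-1.27) and Ndufc1 (-1.18) in the neuron-labelled library. Of these, BB365896 (-1.07 astrocyte-labelled, -0.80 neuron-labelled), Gm29361 (-0.75 total-labelled, -0.62 astrocyte-labelled) and Ndufc1 (-0.49 and -0.80) were lower than wild type in all 3 libraries, and Gm15713 also in the astrocyte-labelled library (-1.07). Genes annotated as antisense (Far2os1, Gm15713, Prkag2os1, BB365896 and Gm29361 here) are uncertain, because the use of strand in counting is not given in the sources used here.

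Gaps for the split of total-labelled and neuron-labelled libraries against the others were ranked among the genes taken by the naming rule. In dentate granule neurons Gm17167 had the widest gap (7.51 on the log2 scale), followed by Ankrd31 (0.98) and Gm816 (0.77). In the opposite direction the widest gaps among them were those of Gpr18 (0.95), 1700096K18Rik (0.74) and AC171003.1 (0.73). Over all 13198 genes 1 was lower by at least 2-fold, which none of these reached, so it lay outside the rule. In CA1 neurons the genes taken by the rule with the widest gaps upward in the total-labelled and neuron-labelled libraries were Gm21860 (1.03), C230012O17Rik (0.68) and Gm35037 (0.65). Gm17167 lay outside the rule in this class. It stood at 48.6 CPM (total-labelled) and 14.7 (neuron-labelled) against 0 in wild type and 0.0773 in the astrocyte-labelled library. Gm21860 lies on the Y chromosome and had 4 UMIs in wild type, 55 in the total-labelled, 16 in the astrocyte-labelled and 28 in the neuron-labelled library. The widest gaps downward among genes taken by the rule were those of Chn1os1 (1.05), Gm27226 (0.86) and 4933411O13Rik (0.82). Chn1os1 and 4933411O13Rik are annotated as antisense.

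Among the CA1 genes taken by the naming rule, the same ones led in the total-labelled and astrocyte-labelled libraries. Gm17167 lay outside the rule, and Gm21860 had too few UMIs for it in these comparisons. The ratios of Gm21860 were higher than those below, at 3.23 in the total-labelled and 2.42 in the neuron-labelled library. Tacr3 on chromosome 3 rose from 2.51 CPM in wild type to 9.58 and 8.81, with ratios of 1.89 (1.30 to 2.62) and 1.77, and 0.79 (0.09 to 1.58) in the neuron-labelled library. Vegfd on the X chromosome had ratios of 1.78, 1.47 and 0.71 in the total-labelled, astrocyte-labelled and neuron-labelled libraries, and Cped1 on chromosome 6 had 1.62, 1.47 and 0.94. Vegfd is a leading gene of an unnamed cluster whose closest type was CA1, and Tacr3 of a cluster of other excitatory neurons. Among genes taken by the naming rule, Leng9 (1.25) and Gm50024 (1.08) were highest in the neuron-labelled library. The lowest were Gm21954 (-1.65), Gm4128 (-1.51) and 4933413L06Rik (-1.34) in the total-labelled library, Shoc1 (-1.75), Gm34544 (-1.19) and Gm44040 (-1.16) in the astrocyte-labelled library, and Shoc1 (-1.36), Gm48006 (-1.27) and Gm34544 (-1.21) in the neuron-labelled library. Gm21954, Shoc1, Gm44040 and Gm48006 were lower than wild type in all 3 libraries, with intervals below 0. Leng9 was also higher in the astrocyte-labelled library (0.59). Gm4128, 4933413L06Rik, Gm44040 and Gm48006 are annotated as antisense. The choice of named genes rested on the minimum of UMIs. With at least 500 UMIs, 6 of the 24 choices in dentate granule neurons and 0 of 24 in CA1 neurons were made again.

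Synaptic genes were compared as a fixed list of 30. In dentate granule neurons their median log2 ratio to wild type was 0.08 in the total-labelled library (percentile 99.8 among matched random lists), 0.08 in the astrocyte-labelled (99.1) and 0.10 in the neuron-labelled library (100). In CA1 neurons it was 0.06 (96.4), 0.06 (95.1) and 0.04 (90.3). Of the 30 members, 23, 26 and 21 were higher than in wild type in dentate granule neurons. The largest move was in the neuron-labelled library of dentate granule neurons, to 0.16 after thinning every nucleus to 1000 UMIs. No member reached a log2 ratio of 1 in size in either class.

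Immediate early genes, which rise with neuronal activity, were compared as a fixed list of 19. In dentate granule neurons their median log2 ratio was 0.01 in the total-labelled library (percentile 88.8), 0.04 in the astrocyte-labelled (90.9) and 0.43 in the neuron-labelled library (100, counting interval 0.15 to 0.64). In CA1 neurons it was -0.30 (0.06, counting interval -0.41 to -0.17), -0.44 (0, -0.54 to -0.31) and 0.31 (100, 0.19 to 0.45). With male nuclei only, the dentate granule median of the neuron-labelled library reversed to -0.056 (-0.31 to 0.14), while with female nuclei only it was 0.43 (0.14 to 0.62). The male value rests on the 16 members that reached 20 UMIs. On these 16 members the median was 0.21 (0.15 to 0.50) over all nuclei and 0.40 (0.18 to 0.68) in female nuclei. In CA1 neurons the male values were -0.23, -0.36 and 0.36. With doublets kept, the dentate granule median of the total-labelled library rose to 0.51.

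**Figure D5:**
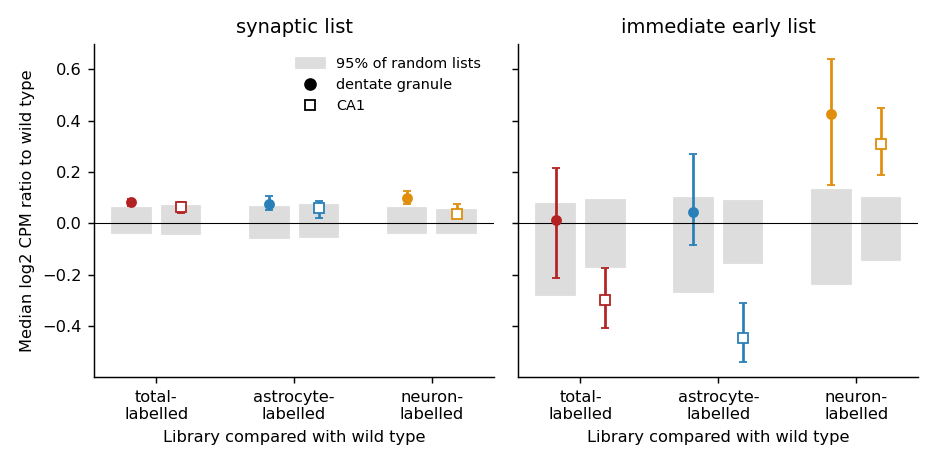
Median log2 CPM ratio to wild type (vertical axis) of the synaptic list and the immediate early list in dentate granule neurons (filled) and CA1 neurons (open) of the 3 knockout libraries, with counting intervals as bars and the central 95% of matched random lists in grey. The immediate early list lies above the random lists in both classes of the neuron-labelled library and below them in CA1 neurons of the total-labelled and astrocyte-labelled libraries.

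Members of the immediate early list with a log2 ratio of at least 1 in size were few. Nr4a3 in dentate granule neurons was at 1.28 (0.92 to 1.68) in the total-labelled and 1.55 (1.17 to 1.96) in the neuron-labelled library. Arc was at 1.12 (0.36 to 1.97) in the neuron-labelled library, and Nptx2 at 1.58 (1.02 to 2.22) and Egr4 at -1.09 (-2.07 to -0.28) in the astrocyte-labelled library. In CA1 neurons Btg2 was at -1.39 (-1.83 to -0.98) and Fos at -1.10 (-1.66 to -0.58) in the astrocyte-labelled library.

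Endocannabinoid genes were compared one by one. Abhd6, Abhd12, Dagla, Daglb, Cnr1, Faah, Napepld, Plcb1 and Ptgs2 reached 100 UMIs beside Mgll in both classes. Dagla, which encodes an enzyme that makes 2-arachidonoylglycerol, was higher than in wild type in all 3 knockout libraries. Its log2 ratios were 0.17 (0.09 to 0.25), 0.32 (0.23 to 0.41) and 0.39 (0.30 to 0.48) in dentate granule neurons and 0.13 (0.01 to 0.25), 0.25 (0.13 to 0.37) and 0.30 (0.17 to 0.42) in CA1 neurons. Daglb was at 0.31, 0.36 and 0.45 in dentate granule neurons and between 0.00 and 0.05 in CA1 neurons. Napepld was lower in dentate granule neurons, at -0.39 (-0.49 to -0.29), -0.17 (-0.28 to -0.07) and -0.27 (-0.38 to -0.16), and its CA1 ratios lay between -0.36 and -0.33 with intervals that included 0. Cnr1 was at -0.71 (-1.15 to -0.29) in dentate granule neurons of the total-labelled library from 82 UMIs, and at 0.64 there with doublets kept. In CA1 neurons it was at 0.14 (0.01 to 0.28) in that library from 1022 UMIs. Ptgs2 ranged from -0.61 to 0.49, Faah from 0.04 to 0.19, and Abhd6, Abhd12 and Plcb1 from -0.13 to 0.04. The median over the 12 members with 20 UMIs lay between -0.01 and 0.05 in both classes, at percentiles from 55.2 to 81.7.

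Glial activation genes could be compared in astrocytes from 7 of 30 members. Their median log2 ratio was -0.26 in the total-labelled library (percentile 9.07, counting interval -0.92 to 0.01), -0.08 in the astrocyte-labelled (20.0, -0.49 to 0.69) and 0.78 in the neuron-labelled library (99.7, -0.05 to 1.13). Each counting interval included 0. Clustering each library alone moved the neuron-labelled median to 0.18. No nuclei were named microglia, so the list was not compared there.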

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

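The 2 clusters below were singled out by a rule fixed beforehand, and the test of tissue from outside the hippocampus was chosen only after they were seen.

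Cluster 18, which stayed unnamed, made up 3.31% of total-labelled nuclei (783 nuclei) against 0.357% of wild-type nuclei (32), 0.448% of astrocyte-labelled and 0.0921% of neuron-labelled nuclei. Its leading genes included Ebf1, Six3, Baiap3 and Ankfn1. The same library held 737 of the nuclei named medium spiny neuron and 87.3% of thalamic nuclei, while it held 46.0% of all nuclei kept. The cluster may therefore come from tissue beside the hippocampus that entered this dissection. The thalamic share cannot show where these nuclei lay, and nothing here parts an effect of the genotype from an effect of dissection, since each genotype is 1 library.

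Cluster 55, also unnamed, made up 0.0974% of total-labelled nuclei (23 nuclei). It was seen in 0 of 8968 wild-type nuclei, which allows up to 0.0335%, in 1 astrocyte-labelled nucleus and in no neuron-labelled nucleus. Sfta3-ps, Pthlh, Adamts5, Egfr and Nkx2-1 were among its leading genes. Tissue from outside the hippocampus might account for it as well, given the 87.3% of thalamic nuclei in this library, but 23 nuclei are too few to say more.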

How the results depend on the processing

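Male nuclei only was the 1 alternative chosen after the data were seen, and all others were fixed beforehand. The cause of each move was not tested unless the way the value is built shows it. No paired analysis was possible because each group has 1 library.

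A ratio or share counts as moved where it left the 95% counting interval of its main value. A width, correlation or list median counts as moved where it changed by more than 0.5 times the width of its simulated 95% interval, and a count of genes where it changed by more than 1.5 times. A value counts as reversed where its sign changed and the main value lay further from 0 than its interval reaches. Mgll ratios in astrocytes have wide intervals that include 0, so their changes of sign are not counted as reversed.

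Thinning every nucleus to 1000 UMIs moved the largest number of values. In excitatory neurons the log2 ratios of Mgll to wild type became -0.16 (total-labelled), 0.14 (astrocyte-labelled) and 0.20 (neuron-labelled), from -0.32, 0.07 and 0.04. Widths to wild type rose to 0.73, 0.81 and 0.83 in dentate granule neurons and 0.81, 0.82 and 0.85 in CA1 neurons, since fewer UMIs add counting error by construction. The splits parted 1 gene (neuronal) and 0 genes (astrocytic) in dentate granule neurons, and 1, 2 and 0 genes (neuronal, astrocytic, neither) in CA1 neurons. The synaptic median of the neuron-labelled library in dentate granule neurons became 0.16, the immediate early median of the total-labelled library there 0.25, and that of the astrocyte-labelled library in CA1 neurons -0.68. Of 30 main values 17 moved, and of 125 values of single genes 60 moved and 7 reversed. The reversed ones were Gm35037 in CA1 neurons (-0.77 total-labelled and -0.071 neuron-labelled, from 0.67 and 0.90), Cnr1 in dentate granule neurons of the total-labelled library (0.68 from -0.71), Faah (-0.014, neuron-labelled) and Plcb1 (-0.012, astrocyte-labelled) in dentate granule neurons, and Plcb1 (0.0060) and Ptgs2 (0.029) in CA1 neurons of the neuron-labelled library. Thinning weights nuclei alike, while sums weight deep nuclei more. The mean of per-nucleus CPM also weights nuclei alike, yet it moved 2 of 125 values of single genes and reversed 0. Weighting alone thus accounts for few of these moves. Thinning also discards UMIs, and the counting error this adds is not part of the intervals of the main values.

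Male nuclei only moved 15 of 30 main values and reversed 1. The immediate early median of the neuron-labelled library in dentate granule neurons reversed to -0.056 from 0.43 (0.21 over all nuclei on the 16 members used for male nuclei), and that of the astrocyte-labelled library there became 0.26. Mgll in astrocytes of the neuron-labelled library became -0.98 from 0.31. In those of the astrocyte-labelled library it was 0.07 from -0.37, within the interval of the main value. Widths became 0.76 (astrocyte-labelled) and 0.71 (neuron-labelled) in dentate granule neurons and 0.73 and 0.72 in CA1 neurons. The splits parted 5, 2 and 1 genes in dentate granule neurons and 1, 4 and 0 in CA1 neurons (neuronal, astrocytic, neither). Synaptic medians in dentate granule neurons became 0.065 (total-labelled) and 0.14 (neuron-labelled), and 0.086 in CA1 neurons of the total-labelled library. Of 125 values of single genes 20 moved and 1 reversed, Plcb1 in dentate granule neurons of the total-labelled library (-0.0028 from 0.04).

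With doublets kept, neurons made up 69.3% of total-labelled and 79.0% of astrocyte-labelled nuclei. Widths became 0.75 (total-labelled) and 0.70 (astrocyte-labelled) in dentate granule neurons and 0.75 (total-labelled) in CA1 neurons. The astrocytic split parted 36 genes in dentate granule neurons, and the split that follows neither parted 1 there and 3 in CA1 neurons. The synaptic median of the total-labelled library in dentate granule neurons became 0.11, and its immediate early medians 0.51 in dentate granule and -0.16 in CA1 neurons. Cnr1 in dentate granule neurons of this library reversed to 0.64. This library has the highest share of called doublets.

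Clustering each library alone gave neuron shares of 78.9% (wild-type), 79.9% (total-labelled), 71.1% (astrocyte-labelled) and 80.7% (neuron-labelled), and an astrocyte share of 0.568% in the astrocyte-labelled library. Mgll in excitatory neurons of that library became 0.14, its CA1 width 0.73 and its immediate early median in CA1 neurons -1.14. In CA1 neurons 18 genes were parted by the neuronal split and 5 by the astrocytic split. The synaptic median of the neuron-labelled library in CA1 neurons became 0.064 and its glial activation median in astrocytes 0.18.

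The mean of per-nucleus CPM gave Mgll at -0.26 in excitatory neurons of the total-labelled library. Widths became 0.74, 0.73 and 0.76 in dentate granule neurons and 0.75, 0.66 and 0.73 in CA1 neurons. The neuronal split parted 7 genes and the astrocytic split 2 in dentate granule neurons, and the split that follows neither parted 0 in CA1 neurons. The synaptic median of the neuron-labelled library in dentate granule neurons became 0.14. TMM factors moved synaptic medians in dentate granule neurons to 0.14, 0.12 and 0.13 and that of the total-labelled library in CA1 neurons to 0.087, by a common shift of all ratios of a library.

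With at least 1000 genes per nucleus, Mgll in excitatory neurons of the total-labelled library became -0.26, its CA1 width 0.69 and its astrocyte share 0.291%. Neuron shares became 77.6%, 75.5%, 78.8% and 82.1%. With no quality filter they became 71.7% (total-labelled) and 78.5% (neuron-labelled), and the split that follows neither parted 0 genes in CA1 neurons. Leiden resolution 2 gave neuron shares of 78.5%, 75.3%, 82.4% and 83.6%, a CA1 width of 0.70 for the total-labelled library, and 3 genes (neuronal) and 0 genes (neither) in CA1 neurons. Counting named clusters only raised neuron shares to 87.8%, 88.2%, 98.5% and 97.6%, because unnamed nuclei leave the denominator.

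The minimum of UMIs per gene set widths and counts directly. With 20 UMIs widths were 0.91, 0.90 and 0.89 in dentate granule neurons and 0.98, 0.86 and 0.91 in CA1 neurons. The splits parted 41, 35 and 32 genes in dentate granule neurons and 37, 46 and 30 in CA1 neurons (neuronal, astrocytic, neither), and 5 and 1 of 24 choices of named genes were made again. With 500 UMIs widths were 0.50, 0.55 and 0.54 and 0.53, 0.49 and 0.51, and 6 and 0 of 24 choices were made again. The splits then parted 0 genes (astrocytic) and 1 gene (neither) in dentate granule neurons, and 1 gene (neuronal) and 3 genes (astrocytic) in CA1 neurons. A pseudocount of 5 gave widths of 0.65, 0.66 and 0.66 and 0.68, 0.61 and 0.66. A gap of 1.5-fold parted 57, 19 and 34 genes in dentate granule neurons and 43, 40 and 24 in CA1 neurons.

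Among the shares of all classes, 48 of 72 moved when each library was clustered alone, 40 with named clusters only, 39 with doublets kept, 34 with at least 1000 genes, and 14 each with no quality filter and with Leiden resolution 2. Single genes moved in 9 of 125 values when each library was clustered alone, 5 with doublets kept, and 2 each with TMM factors and with the mean of per-nucleus CPM. The share of nuclei with an Mgll UMI moved in 7 of 8 values when thinned to 500 UMIs. Correlations between ratios moved in at most 5 of 6 values under any setting, and widths between knockout libraries moved in 6 of 6 with male nuclei only, with thinning, with the mean of per-nucleus CPM and with other minimums of UMIs per gene. Through all settings the log2 ratio of Mgll in excitatory neurons of the total-labelled library stayed below 0, and all synaptic medians stayed above 0.

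Depth limits what can be seen. Astrocytes numbered 25 in the astrocyte-labelled library and gave 20 Mgll UMIs there. The widths, splits and named genes leave out genes with fewer than 100 UMIs in a class unless a setting says otherwise. The naming rule is a further limit. No nuclei were named microglia, because the rule left the cluster of 131 nuclei led by microglial genes unnamed for its neuronal markers.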

Other observations

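The tests of the sex of the animals, of near-identical copies, of precursors in the total-labelled library, of thalamic nuclei, of the minimum of genes, of unnamed oligodendrocytes and astrocytes, of a shift of the whole library over 4 classes, of widths within and between libraries, and of Mgll by class and by depth were chosen only after the results were seen. The others were set before their values were known.

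Gm17167 was almost absent in 2 libraries and abundant in the other 2. Sex does not explain it: female dentate granule nuclei of the neuron-labelled library held 40.7 CPM, male ones 36.1 and female wild-type ones 0.130. UMIs shared with near-identical copies and assigned differently could also part libraries. The measure was the CPM by which such a gene lay lower in both libraries with Gm17167 than in both others. Its largest value was 2.43 CPM over all barcodes, against gains of 55.5 and 23.2 over wild type. Against wild type alone D10Wsu102e fell further, from 58.8 CPM to 50.9 in the total-labelled and 47.7 in the neuron-labelled library (53.4 astrocyte-labelled). Both the measure and its limit were changed after values were seen: the limit first set was 10% of the smaller gain, which 2.43 CPM slightly exceeds, so this test is weak. The copy Gm3892 was higher in the same libraries (0.838 and 0.625 CPM against 0.178 and 0.200), and UMIs discarded for mapping to several places stay unseen. A mixture of animals with and without the transcript may fit the neuron-labelled library, whose excess scatter over the total-labelled library (0.683 against 0.142) lay at percentile 97.1 among 4091 genes of like level. The simplest form, in which 38.7% of nuclei carry the full level, would give a scatter of 1.95, so that form is unlikely. Background strain of the animals was not tested, nor was MAGL loss in neurons, and either may lie behind this pattern.

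Gm47283, placed on the Y chromosome, was lower in the astrocyte-labelled library, at 38.2% of wild type in male and 15.9% in female dentate granule nuclei. A different mix of sexes is therefore unlikely as the whole cause. Wild-type levels were higher in female than in male nuclei (256 against 171 CPM in dentate granule and 247 against 147 in CA1 neurons), so in female nuclei these UMIs cannot come from the Y chromosome. In the astrocyte-labelled library male nuclei were higher (65.5 against 40.7 and 54.6 against 32.2 CPM), which leaves room for a Y-linked part. A related sequence elsewhere that differs between breeding lines might be the source, and was not tested.

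Immediate early genes moved alike in most neuronal classes of 2 libraries. In the neuron-labelled library the median had the sign of CA1 in 4 of 4 other classes (0.43 in dentate granule, 0.67 in CA2/CA3, 0.33 in subicular or cortical and 0.25 in inhibitory neurons, the last with an interval that includes 0), so a shift of the whole library is possible there. In the astrocyte-labelled library the sign was shared by 3 of 4 (-0.30, -1.10 and -1.07), while dentate granule neurons stood at 0.04 (-0.08 to 0.27) (0.26 in male and -0.11 in female nuclei), so a shift of the whole library stays open. The total-labelled library was lower in CA1 neurons (-0.30). Its median in subicular or cortical neurons was -0.09 (-0.22 to -0.03), which lay within the matched random lists (percentile 22.4). In dentate granule, CA2/CA3 and inhibitory neurons its median was near 0. Handling, time of day or time to freezing may shift such genes as much as genotype. Sex is an unlikely cause in CA1 neurons, where male nuclei gave 0.36 and -0.36, but the dentate granule rise of the neuron-labelled library was absent in male nuclei (-0.056 on 16 members, against 0.21 over all nuclei on the same members). Activity under MAGL loss remains an untested hypothesis.

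Oligodendrocytes and their precursors were rare in the astrocyte-labelled and neuron-labelled libraries, while astrocytes were fewer than in wild type in all 3 knockout libraries. Some neurons were rare there as well. Cajal-Retzius cells numbered 42 in the wild-type, 172 in the total-labelled, 2 in the astrocyte-labelled and 2 in the neuron-labelled library. Excitatory cluster 27 held 159, 495, 16 and 16 nuclei in the same order. A minimum of genes per barcode before deposit is unlikely to have removed the oligodendrocyte lineage, since at most 1.91% of 628 such wild-type nuclei, taken with no quality filter, would fall under it at the depth of these libraries. Nuclei left in unnamed clusters are unlikely as the whole cause for precursors and oligodendrocytes, whose median marker over all barcodes stood at no more than 39.7% and 24.0% of wild type. Single precursor markers ranged up to 119% (Tnr). An unnamed cluster led by oligodendrocyte genes held 33 astrocyte-labelled nuclei beside 32 named ones, so part of the loss may lie there. The same cluster made up 0.558% of wild-type nuclei against 0.329% of astrocyte-labelled ones, so it does not account for the whole deficit. It also held dentate granule markers, at a median of 10653.5 UMIs against 1286 in the largest oligodendrocyte cluster. Its nuclei may therefore not be oligodendrocytes alone. For astrocytes the median marker stood at 53.7% and 82.3% in these libraries, which leaves that explanation open. Loss of MAGL in astrocytes or in neurons stays open for the precursors. The total-labelled library, where 2.77% of nuclei were precursors, does not go with it, but 1 library that differs in sex and perhaps in dissection cannot exclude it. Selective loss of glia during isolation was not tested and may be the cause, though it would not cover the Cajal-Retzius cells and cluster 27.

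Medium spiny neurons in the total-labelled library may be tissue from outside the hippocampus, as 87.3% of thalamic nuclei came from the same library. Shares of classes may therefore reflect dissection as well as genotype.

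Choroid plexus nuclei came mostly from the wild-type library. Free RNA from them would raise choroid plexus markers in wild-type neurons. Of 7 such markers 1 was highest in wild-type dentate granule nuclei, Clic6, from 2 UMIs. Otx2 had no UMIs there in any library and Folr1 at most 5. Htr2c and Prlr were lowest in wild type (3.34 CPM against 5.64 to 7.92, and 4.86 against 5.05 to 15.7). Kl was about level (13.7 against 13.4 to 15.1). These better counted markers argue against much free RNA in dentate granule neurons, while a small amount stays undecided. Ttr stood at 8.38 CPM in dentate granule neurons of the wild-type library, 13.9 in the total-labelled, 12.5 in the astrocyte-labelled and 0.222 in the neuron-labelled library. Free RNA would spread over classes alike and is an unlikely sole source of Ttr, which differed 20.1-fold between inhibitory and CA1 neurons of the wild-type library (64.6 against 3.22 CPM). Why it differed was not tested.

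Widths between libraries might be no more than differences between animals within a library. At equal UMIs, where counting alone gave 0.58 in dentate granule and 0.59 in CA1 neurons, male nuclei of different libraries were wider apart than every comparison of female with male nuclei of the same library in 11 of 12 pairs. The within-library widths were 0.65 to 0.69 in both classes, and the pairs of libraries ranged from 0.68 to 0.80 in dentate granule and from 0.72 to 0.81 in CA1 neurons. The exception was the astrocyte-labelled and neuron-labelled pair in dentate granule neurons (0.68). Beyond counting, the mean within was 72.3% and 64.4% of the mean between. An earlier limit of 90% on widths with counting error included was dropped, since counting sets most of that value. Differences like those between animals of 1 library are thus unlikely as the whole cause, while handling of each library, breeding line and genotype stay open.

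The lower Mgll of the total-labelled library was not fully explained by what was tested. Carried-over DNA of another strain around the gene could move its neighbours, but they lay at percentile 39.2 among windows of equal size. A different mix of the excitatory classes is unlikely, as the highest upper bound over the 5 classes with most nuclei was -0.14. A different mix of clusters within a class was not tested. In the class with that bound, those of no finer type, cluster 25 held 545 of 3611 total-labelled and 39 of 1453 wild-type nuclei. Whether lower depth explains part of it is undecided. Thinning moved the ratio to -0.16 (-0.30 to -0.012), still below 0. The mean of per-nucleus CPM, which weights nuclei alike as thinning does but keeps all UMIs, gave -0.26, within that interval. Thinning therefore cannot part an effect of depth from the weighting of nuclei and counting error. Whether inhibitory neurons differ from excitatory ones is undecided. After thinning, the share of nuclei with an Mgll UMI was 8.02% against 9.17% in wild type in inhibitory neurons and 8.90% against 8.68% in excitatory neurons of no finer type, with overlapping intervals. The level near wild type in the neuron-labelled library stays open, because UMIs outside the deleted part would be counted as well. A partial loss of the transcript under a whole-body deletion is a hypothesis that the deleted region would test.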
